# Targeting Glutaminolysis Shows Efficacy in Both Prednisolone-Sensitive and in Metabolically Rewired Prednisolone-Resistant B-Cell Childhood Acute Lymphoblastic Leukaemia Cells

**DOI:** 10.3390/ijms24043378

**Published:** 2023-02-08

**Authors:** Yordan Sbirkov, Bozhidar Vergov, Vasil Dzharov, Tino Schenk, Kevin Petrie, Victoria Sarafian

**Keywords:** childhood ALL, metabolism, metabolomics, glutaminolysis, glutamine, EGCG (epigallocatechin gallate), V-9302, glucocorticoids, prednisolone, resistance

## Abstract

The prognosis for patients with relapsed childhood acute lymphoblastic leukaemia (cALL) remains poor. The main reason for treatment failure is drug resistance, most commonly to glucocorticoids (GCs). The molecular differences between prednisolone-sensitive and -resistant lymphoblasts are not well-studied, thereby precluding the development of novel and targeted therapies. Therefore, the aim of this work was to elucidate at least some aspects of the molecular differences between matched pairs of GC-sensitive and -resistant cell lines. To address this, we carried out an integrated transcriptomic and metabolomic analysis, which revealed that lack of response to prednisolone may be underpinned by alterations in oxidative phosphorylation, glycolysis, amino acid, pyruvate and nucleotide biosynthesis, as well as activation of mTORC1 and MYC signalling, which are also known to control cell metabolism. In an attempt to explore the potential therapeutic effect of inhibiting one of the hits from our analysis, we targeted the glutamine-glutamate-α-ketoglutarate axis by three different strategies, all of which impaired mitochondrial respiration and ATP production and induced apoptosis. Thereby, we report that prednisolone resistance may be accompanied by considerable rewiring of transcriptional and biosynthesis programs. Among other druggable targets that were identified in this study, inhibition of glutamine metabolism presents a potential therapeutic approach in GC-sensitive, but more importantly, in GC-resistant cALL cells. Lastly, these findings may be clinically relevant in the context of relapse—in publicly available datasets, we found gene expression patterns suggesting that in vivo drug resistance is characterised by similar metabolic dysregulation to what we found in our in vitro model.

## 1. Introduction

Childhood acute lymphoblastic leukaemia (cALL) is the most common type of paediatric cancer, but is also one of the most curable malignancies, with a 5-year overall survival (OS) rate of about 80% for T-cell ALL (~10–15% of cases) and above 90% for B-cell ALL (~80% of cases) [1]. Nevertheless, there is considerable inter- and intra-tumour heterogeneity, evidenced by the distinction of more than 20 genetically different moieties of B-ALL [2]. Thereby, about 10% of B-cell ALL cases relapse, and in those cases, five-year event-free survival, especially in certain moieties like with *IKZF* deletion, can fall as low as 30% [3]. Relapses are caused by insufficient drug response; resistance to glucocorticoids (GCs) is believed to be the most common reason for treatment failure [4]. Importantly, GCs, as well as several other standard chemotherapeutics such as L-asparaginase and methotrexate, exert their anti-leukaemic effect through modulation of cell metabolism and depletion of nutrients and precursors that are critical for the quickly dividing lymphoblasts [5]. There are a variety of molecular lesions that can lead to GC resistance: mutations in the GC receptor, downregulation of its expression, increased glycolysis or TCA (tricarboxylic acid) cycle, activation of RAS and NOTCH signalling and others [5]. There are also a number of studies which have looked at gene expression differences between matched samples at diagnosis and at relapse. Mostly, and not surprisingly, the findings of such analyses show changes in cell cycle, DNA replication and self-renewal [6,7,8,9]. 

Notably, very few links to cell metabolism have been suggested, even by meta-analysis [10]. Only the upregulation of carbohydrate metabolism genes [7] and the identification of four transcription factors frequently inactivated in B-ALL patients were suggested as metabolic “gatekeepers” regulating glycolysis and the TCA cycle [11]. To date, the transcriptomic data focusing on prednisolone resistance are scarce, and there are no proteomics or metabolomics studies on the functional status of cALL cells that have become resistant to GCs. Therefore, due to the importance of this class of chemotherapeutics and the need for better understanding of treatment failure and identification of novel drug targets, we have previously established an in vitro experimental system for studying relapse. We developed a prednisolone-resistant cell line (Sup-PR), which is a sub-clone of Sup-B15 cALL cells [12]. Having this unlimited source of what would mimic matched samples at diagnosis and relapse at hand, we hypothesised that since prednisolone exerts its function through targeting cell metabolism, then resistant cells may develop escape/rescue mechanisms to cope with certain metabolic challenges. 

Therefore, the main aim of our study was to investigate whether acquired GC resistance through the applied selective pressure in our in vitro model system (mimicking chemotherapeutic regimens in patients) would lead to the rewiring of gene expression and cells’ anabolic and catabolic processes towards a state of enhanced metabolic plasticity or “fitness”. After defining a number of dysregulated bioenergetic and signalling pathways in GC-resistant cells, we also wanted to exploit one of these “hits” (glutaminolysis) as a potential therapeutic target. 

## 2. Results

### 2.1. Gene Expression and Metabolomics Analyses of Prednisolone-Resistant Cells Suggest Dysregulated Glycolysis, Amino Acid and Nucleotide Metabolism

In this study, we aimed to elucidate the molecular changes in GC-resistant cells that may, on the one hand, contribute to the lack of chemotherapy response, and on the other, may present druggable therapeutic targets. We first carried out RNA-sequencing of these matched prednisolone-sensitive and -resistant cell lines. 

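RNA of Sup-B15, a B-cell precursor acute lymphoblastic leukaemia line that is sensitive to prednisolone, was sequenced in 3 libraries, and RNA of Sup-PR, its prednisolone-resistant sub-clone, in another 3. The sample labels call the libraries of each line biological replicates. Neither the labels nor the paper's text say whether the cultures were grown apart, so p-values measure the spread between these libraries, which may be technical. There was 1 parental line and 1 resistant sub-clone, and any difference between them, whether or not it bears on resistance, enters the same comparison. For the culture medium the paper gives 20% fetal bovine serum and the sample labels give 15%. According to the paper, the libraries were made with a NEBNext Ultra kit and sequenced from paired ends. The deposited table holds 16966569, 26603422 and 18951637 counts for the Sup-B15 libraries and 20112543, 23608056 and 23216874 counts for the Sup-PR libraries, and these counts, not the reads, are the depth behind the values given here. Between 20681 and 22856 genes had at least 1 count in a library, and the mitochondrial chromosome took 2.00% to 2.69% of the counts. The reads were mapped for the authors with HISAT2 to GRCh38.p12, and the authors deposited counts, FPKM, scaled counts and the output of their own DESeq2 comparison. The counting program, its annotation and its use of strand are not given in the sources used here, although 25710 of the 25838 genes in the table (99.5%) have the coordinates of GENCODE release 29. Reads of a gene and of an overlapping or antisense gene are therefore not separated with certainty.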

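From the counts on, genes were tested with edgeR's quasi-likelihood test after TMM normalization and edgeR's filter on low counts, which left 14869 genes. A gene is called higher or lower in Sup-PR at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 1.5, the thresholds of the paper's results section (its methods section words the same filter with a p-value that is not called adjusted), and levels are given as CPM, the counts scaled by the normalized library size, with the SD of 3 libraries. The tests, the thresholds, the gene lists and the other settings were chosen before the data were examined, apart from the tests that are named as chosen later. No pair of libraries of one line was alike within sampling noise (chi-square per gene 2.92 to 9.67), and libraries of different lines lay further apart (52.98 to 80.23). With 3 libraries against 3 the smallest p of an exact permutation test is 0.1, so smaller p-values rest on the spread that edgeR shares across genes. In simulated counts with the same depths and 1 spread common to all genes, the test called 41 of 50 genes changed 1.5-fold, 44 of 49 changed 2-fold, 49 of 49 changed 3-fold and 48 of 48 changed 5-fold by adjusted p, and 6 of 14443 unchanged genes. The spread of real genes differs from gene to gene, so these rates may be too favourable. For groups of genes, 42 lists written from general knowledge were compared with all other genes by camera, a competitive gene set test, adjusted over the 42 lists. With a preset correlation of 0.01 between genes, 28 of the lists differed between the lines at an adjusted p under 0.05. With a correlation estimated from the 6 libraries camera called 0 of the 42 lists (lowest adjusted p = 0.14, 11 at an unadjusted p under 0.05). Calls were lost even where the estimate did not exceed 0.01, such as 0 for the cytokine list, as well as at 0.75 for the ribosomal proteins. The loss therefore does not by itself show correlated genes. Fry, which asks whether the genes of a list move one way without comparing them with other genes, called all 28. It also called lists with a median near 0, such as RAS-MAPK genes (0.02, fry adjusted p = 0.002). With 4168 genes higher and 4069 lower by adjusted p alone, its calls add little. Ranked enrichment over all genes kept 26 of the 28.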

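Transcripts of a number of genes that Sup-B15 expresses had no counts in Sup-PR. CDC42BPB (ENSG00000198752, GRCh38 chromosome 14 from 102932379 to 103057462), a kinase that acts downstream of the GTPase CDC42, stood at 52.7 ± 4.20 CPM (SD, n = 3) in Sup-B15 and had no counts in the 3 Sup-PR libraries, which is at least 1140-fold lower with a floor of 3 counts over the 3 libraries. PBDC1, the RNA helicase gene DHX57, SIKE1 and HPF1, a cofactor of poly-ADP-ribosylation, also had none in Sup-PR and were at least 518-, 375-, 342- and 213-fold lower. The linker histone gene H1F0 stood at 28.2 CPM in Sup-B15 with 1 count in Sup-PR, a ratio of 1830 between the lines (95% counting interval 328 to 72200, which covers counting error only). Among the largest rises was CD70 (ENSG00000125726, chromosome 19 from 6583183 to 6604103), a ligand of the tumour necrosis factor family, from 0.978 ± 0.249 to 21.9 ± 0.889 CPM (SD, n = 3 each), a log2 fold change of 4.49 (standard error 0.15, adjusted p = 3.5e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). LTBP1, which binds latent TGF-beta, rose by 5.14 on the log2 scale, the methionine adenosyltransferase gene MAT1A by 4.52, CTNND2 by 4.32, the transcription factor gene GATA3 by 3.93 and PDLIM5 by 3.87. ALDH1A1, a retinaldehyde dehydrogenase, had few counts in Sup-B15, with a Sup-B15 to Sup-PR ratio of 0.0129 (95% counting interval 0.00155 to 0.0474). Of the 14869 genes tested, 1120 (7.5%) were higher and 2293 (15.4%) were lower in Sup-PR, and 882 and 1645 of these were protein-coding. By adjusted p alone, without a minimum fold change, 4168 genes were higher and 4069 lower, so that most of the differences were smaller than 1.5-fold. The 3 values of one line all lay beyond the 3 of the other for 9088 genes (61.1%, where chance gives 10%), and for 3344 of the genes past both thresholds. The authors' deposited table, from DESeq2, has 1105 genes higher and 2220 lower at the same thresholds, and 1202 and 2600 with the unadjusted p of the paper's methods section. The counts depend on how the fold change enters: when edgeR's glmTreat tested each gene against a fold change of 1.5, 484 genes were higher and 1318 lower, and limma on log2(FPKM + 1), a scale that understates the change of low genes, gave 635 and 952.

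**Figure D1:**
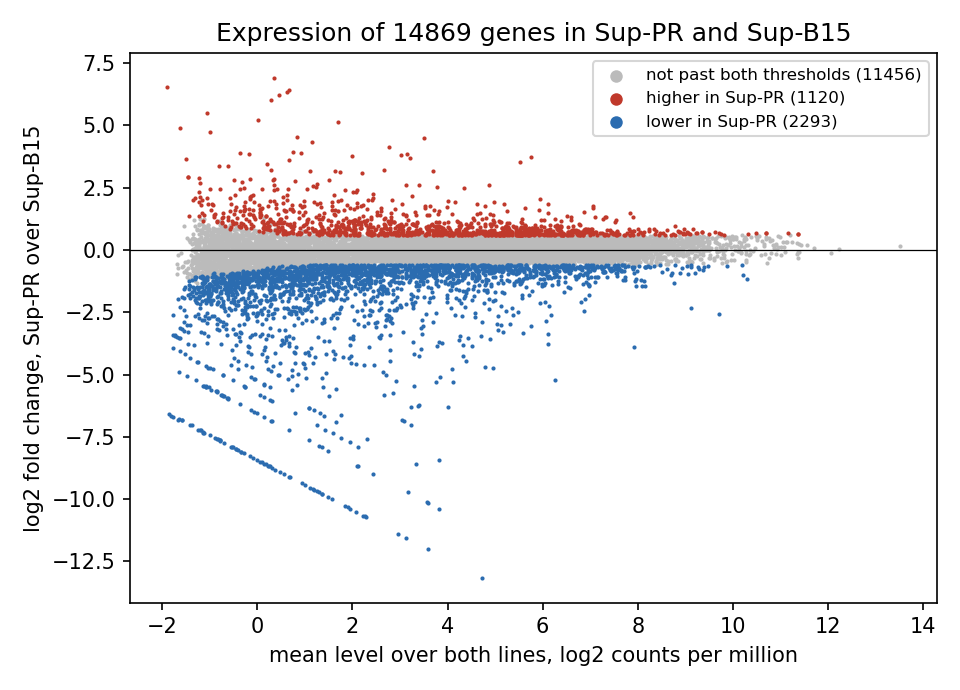
Log2 fold change of Sup-PR over Sup-B15 (vertical axis) against the mean log2 CPM of the 6 libraries (horizontal axis), 1 point for each of the 14869 genes tested. Red points are the 1120 genes called higher, blue points the 2293 called lower and grey points all others. The straight lines of blue points at the bottom left are genes with no or few counts in Sup-PR, whose fitted fold change depends on the count added by edgeR.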

There were more than 1100 upregulated and 2200 downregulated genes (fold change of >1.5 and *p*-adjusted value < 0.05) in Sup-PR cells. When examining only the transcripts with increased levels, gene ontology (GO) analysis demonstrated that there was a strong enrichment of genes involved in metabolic processes (Figure 1A and Figure S1A). 

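Most of the genes listed for building ribosomes and translating messenger RNA were higher in Sup-PR. Of 106 genes of ribosome biogenesis and rRNA processing, 91 were higher and 2 lower at an adjusted p under 0.05 (25 and 1 of them by over 1.5-fold), with a median log2 fold change of 0.42. WDR43, a factor of pre-rRNA processing, rose from 94.5 ± 2.59 to 168 ± 2.54 CPM (SD, n = 3 each, log2 fold change 0.83, adjusted p = 1.3e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the nucleolar genes NOLC1 and DDX21 rose by 0.77 and 0.77 on the log2 scale. The 80 cytosolic ribosomal protein genes moved together, with 77 higher, 0 lower and a median of 0.50, and RPL36 rose from 286 to 497 CPM. Of 40 translation initiation and elongation factors 29 were higher and 3 lower (median 0.37), among them EIF3B with a log2 fold change of 0.67. In the mitochondrion, 56 of 75 mitochondrial ribosomal proteins were higher and 1 lower (median 0.39; MRPL3 0.86) and 29 of 36 genes of protein import were higher and 1 lower (median 0.44). The import list includes the chaperone gene HSPD1, which rose from 602 to 982 CPM. Of 30 enzymes of purine nucleotides, which cover the synthesis of IMP as well as later steps, salvage and breakdown, 23 were higher and 2 lower (median 0.45). PAICS, which carries out steps of IMP synthesis, rose from 353 ± 16.9 to 576 ± 27.0 CPM (log2 fold change 0.71, adjusted p = 2.2e-07 from the same test), and ATIC, which closes the ring, by 0.68 on the log2 scale. ADA, which breaks adenosine down, fell by 0.65. Adjusted over each list alone, 91 genes of ribosome biogenesis, 79 ribosomal proteins, 30 translation factors, 57 mitochondrial ribosomal proteins, 30 import genes and 23 purine enzymes were higher, and 2, 0, 3, 2, 2 and 2 lower.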

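Genes of NF-kB signalling and apoptosis changed in both directions, as did genes at large. Of all 14869 genes tested 4168 were higher and 4069 lower by adjusted p, so changes both ways are not particular to these lists. The NF-kB list (37 pathway members and target genes) went both ways, with 10 higher and 9 lower (median 0.08, camera adjusted p = 0.72, 10 higher and 9 lower when adjusted over the list alone). TRAF3, an inhibitor of non-canonical NF-kB signalling, rose by 1.70 on the log2 scale, while the target genes LTA and ICAM1 had log2 fold changes of -5.04 and -4.05. Of 38 apoptosis regulators 15 were higher and 10 lower (median 0.16, camera adjusted p = 0.61, 15 higher and 10 lower when adjusted over the list alone). The pro-apoptotic BBC3 and the death receptor gene FAS rose by 1.01 and 1.76, and the pro-apoptotic HRK, BMF and APAF1 had log2 fold changes of -2.22, -1.17 and -0.87. By camera, ribosome biogenesis had adjusted p = 5.4e-19 with the preset correlation and adjusted p = 0.14 with an estimated correlation, and for the ribosomal proteins these were 1.5e-19 and adjusted p = 0.36 with an estimated correlation. The translation factors had adjusted p = 8.7e-09 with the preset correlation and adjusted p = 0.22 with an estimated correlation, the mitochondrial ribosomal proteins adjusted p = 8.6e-10 and, with an estimated correlation, adjusted p = 0.36. For protein import the values were 8.7e-09 and adjusted p = 0.21 with an estimated correlation, and for the purine enzymes 5.1e-06 and adjusted p = 0.23 with an estimated correlation. Among the genes called higher, 4 of these 6 lists were over-represented in a one-sided Fisher's exact test adjusted over all lists and both directions: ribosome biogenesis (adjusted p = 4.6e-06), protein import (1.0e-04), ribosomal proteins (8.1e-04) and purine enzymes (0.0019). The lists stand for processes that the paper found in these same libraries, so their direction is not independent evidence, and counts of ribosomal protein genes may include reads shared with their many processed pseudogenes.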

Of the downregulated genes, the strongest enrichment was found for cell signalling, but phosphorous metabolism (which involves for example nucleotide metabolism) was also highlighted by the analysis (Figure S1B). 

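Sup-PR expressed less of the B-cell receptor pathway and of several kinds of signalling gene. BTK (ENSG00000010671, chromosome X from 101349447 to 101390796), the tyrosine kinase downstream of the B-cell receptor, fell from 118 ± 6.79 CPM (SD, n = 3) in Sup-B15 to 16.2 ± 1.04 CPM (SD, n = 3) in Sup-PR, a log2 fold change of -2.86 (standard error 0.07, adjusted p = 6.0e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of 32 genes of B-cell receptor signalling 22 were lower and 3 higher (17 and 0 by over 1.5-fold; median log2 fold change -0.63), including PRKCB (-2.10), the co-receptor gene CD72 (from 61.9 to 7.77 CPM) and the phosphatase gene INPP5D (-1.45). Of 51 tyrosine kinases 36 were lower and 6 higher (median -0.66), with ZAP70 at -2.48, FLT1 at -2.45 and LTK at -5.08, and FER among the few that rose (0.95). Cytokine receptors and JAK-STAT genes were lower in 22 of 36 cases and higher in 7 (median -0.44). IL2RG, the receptor chain shared by several interleukins, was higher in Sup-B15 by a ratio of 212 (95% counting interval 72.2 to 1030), JAK1 fell by 0.92 on the log2 scale, and IL15RA rose by 1.65. Of 31 integrins and adhesion receptors 15 were lower and 4 higher (median -0.38), with PECAM1 at -1.44, ITGA9 at -1.04 and ITGB2 at 0.98. Adjusted over each list alone, the lower genes numbered 22, 36, 24 and 16 and the higher ones 3, 6, 7 and 5, in the same order of lists. Camera gave B-cell receptor signalling an adjusted p = 1.1e-06 with the preset correlation and adjusted p = 0.17 with an estimated correlation. The tyrosine kinases had 4.7e-07 and adjusted p = 0.14 with an estimated correlation, the cytokine list 0.0013 and adjusted p = 0.14 with an estimated correlation. For the integrins camera gave adjusted p = 0.0068 and adjusted p = 0.15 with an estimated correlation. These 4 lists were all over-represented among the genes called lower (one-sided Fisher's exact test, adjusted p = 2.2e-08 for tyrosine kinases, 1.4e-05 for B-cell receptor signalling, 0.012 for cytokine receptors and 0.029 for integrins). The tyrosine kinase list shares genes with the B-cell receptor list, such as BTK, and with the cytokine list, such as JAK1. Those lists are therefore not separate results.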

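Genes of phosphate transfer and phospholipids were more mixed. Of 47 phosphoinositide kinases, phosphatases and phospholipases 18 were lower and 7 higher (median -0.06, camera adjusted p = 0.063 with a range over all settings of 0.0014 to 0.48, 7 higher and 18 lower when adjusted over the list alone), and PIK3CD, the leukocyte phosphoinositide 3-kinase, fell by 0.76. Protein tyrosine phosphatases were lower in 16 of 32 cases and higher in 12 (median -0.23, adjusted p = 0.45 from camera and 0.012 from fry with a range over all settings of 0.012 to 0.83, 12 higher and 16 lower when adjusted over the list alone), with PTPN6 at -0.88 and PTPRF at 1.84. RAS-MAPK genes (18 of 50 higher, 14 lower, 19 higher and 15 lower when adjusted over the list alone) had a median of 0.02 and adjusted p = 0.43 from camera, although fry called them (adjusted p = 0.002, range over all settings 0.002 to 0.7). In nucleotide and lipid synthesis, 8 of 24 pyrimidine enzymes were higher and 6 lower (median 0.11, camera adjusted p = 0.37, 8 higher and 6 lower when adjusted over the list alone), with CMPK2 at -2.41. Of 36 glycerophospholipid enzymes 13 were higher and 9 lower (14 higher and 10 lower when adjusted over the list alone), with the diacylglycerol kinase gene DGKA at -2.34, and their median of -0.05 and mean of -0.31 lay on the other side of 0 from camera's direction (adjusted p = 0.99), while fry gave a fall (adjusted p = 0.0021, range over all settings 0.0021 to 1.0). Markers of the cell type moved as well: 9 of 16 precursor B-cell markers were lower and 1 higher (median -0.26, 1 higher and 9 lower when adjusted over the list alone), with CD24 at -1.15, and 7 of 9 mature B-cell and plasma cell markers were lower and 0 higher (median -0.86, 0 higher and 7 lower when adjusted over the list alone), with CD38 at -1.82. The T-cell receptor gene TRAC had a log2 fold change of -2.04, the myeloid protease gene CTSG of -3.43 and the NK-cell gene NKG7 of -1.26. The signalling lists were written for themes that the paper found in these libraries and are not independent evidence of direction, and the cytokine and integrin lists lost the call in a ranked enrichment test restricted to the genes past the threshold (adjusted p = 0.063 for both, with ranges over all settings of 7.5e-05 to 0.14 and 5.3e-05 to 0.15).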

Further gene set enrichment analysis (GSEA) provided more details into which cellular processes may be altered in the prednisolone-resistant line. 

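Nuclear genes of the respiratory chain and ATP synthase were a little higher in Sup-PR, and all of those that passed the test went the same way. Of 77 such subunits 61 were higher, 0 lower and 16 not past the test, with a median log2 fold change of 0.36, and 5 rose by over 1.5-fold (64 higher and 0 lower when adjusted over the list alone). ATP5MC3, a subunit of the membrane ring of ATP synthase, rose from 176 ± 21.8 to 299 ± 6.09 CPM (SD, n = 3 each, log2 fold change 0.77, adjusted p = 1.1e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), CYC1 of complex III by 0.71 and NDUFA6 of complex I by 0.68 on the log2 scale. The 13 subunits encoded by mitochondrial DNA did not share this rise: 0 were higher and 3 lower (median -0.09, 0 higher and 3 lower when adjusted over the list alone), MT-ND6 fell from 354 to 217 CPM, and MT-CO1 had a log2 fold change of -0.12 (adjusted p = 0.33 from the same test). MYC (ENSG00000136997, chromosome 8 from 127735434 to 127741434), the transcription factor gene, more than doubled, from 113 ± 3.18 to 261 ± 7.27 CPM (SD, n = 3 each, log2 fold change 1.21, standard error 0.05, adjusted p = 3.2e-10 from the same test). Of 58 MYC target genes 48 were higher and 3 lower (21 and 2 by over 1.5-fold; median 0.53, 48 higher and 3 lower when adjusted over the list alone), and SRM, the spermidine synthase gene, rose by 0.72. The nucleoside transporter gene SLC29A2 fell by 1.24, and DUSP2 went from 2.38 CPM to no counts, at least 52.3-fold lower. MTOR itself was slightly lower (log2 fold change -0.19, adjusted p = 0.042 from the same test). Of 85 mTORC1-responsive genes 49 were higher and 18 lower (median 0.24, 49 higher and 18 lower when adjusted over the list alone), with the pyrophosphatase gene PPA1 (1.12) and the mitochondrial chaperone gene HSPA9 (0.74) among the rises. The falls included INSIG1 (-1.11), which acts in the control of cholesterol synthesis. Camera gave the nuclear respiratory subunits an adjusted p = 5.6e-12 with the preset correlation and adjusted p = 0.36 with an estimated correlation, and the mitochondrially encoded ones 0.14 and 0.7. For the MYC targets it gave 1e-12 and adjusted p = 0.14 with an estimated correlation, and for the mTORC1 list 0.00036 and adjusted p = 0.38 with an estimated correlation. Of these lists only the MYC targets were over-represented among the genes called higher (one-sided Fisher's exact test, adjusted p = 2.2e-08, against 0.12 for the mTORC1 list and 1 for both lists of respiratory subunits). The MYC list holds MYC itself and shares many genes with the ribosome biogenesis list, such as NOLC1 and WDR43. It also shares some with the mTORC1 list, such as HSPD1, so these are not separate results. These lists were written from general knowledge and are not the sets used in the paper, which chose the processes on these libraries, so their direction is not independent evidence.

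**Figure D2:**
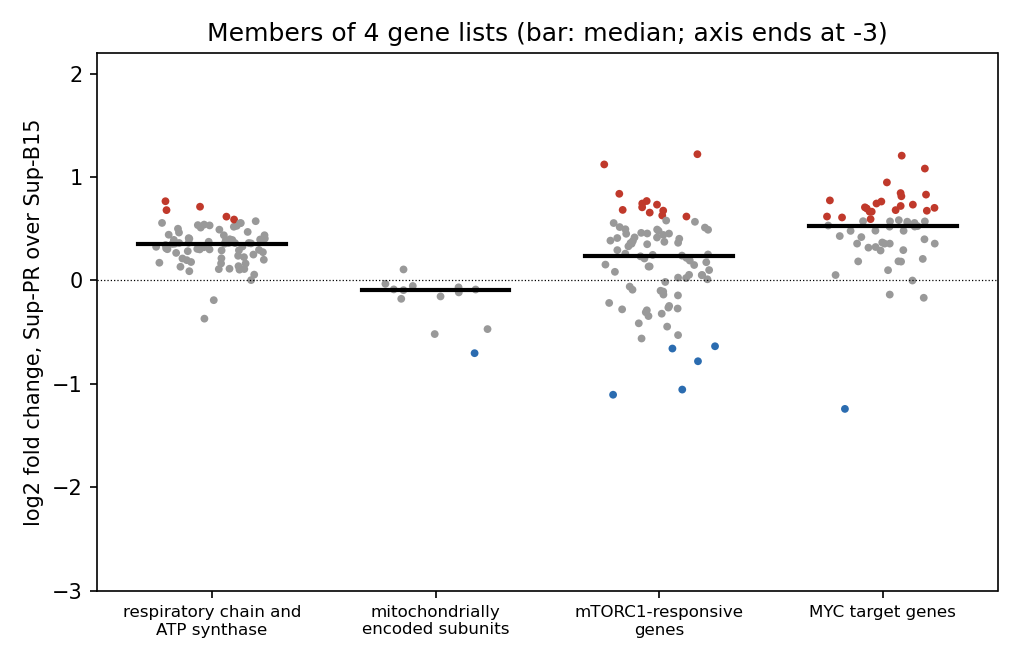
Log2 fold change of Sup-PR over Sup-B15 for each tested gene of 4 lists, 1 point per gene, with a bar at the median of each list (0.36 for nuclear respiratory subunits, -0.09 for mitochondrially encoded ones, 0.24 for mTORC1-responsive genes and 0.53 for MYC targets). The axis ends at -3, and DUSP2, which has no counts in Sup-PR, lies outside it.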

We found that oxidative phosphorylation and, interestingly, mTORC1 and MYC signalling are likely to be enhanced in Sup-PR cells (Figure 1B and Figure S1C).

At this point, we could already see that changes in cell metabolism may be one of the key features of the acquired resistance to prednisolone in our model system. Therefore, we next examined the metabolomes of the two cell lines through polar metabolite profiling by liquid chromatography with tandem mass spectrometry (LC-MS/MS). We first compared the baseline alterations between Sup-B15 and Sup-PR cells. There were a total of 68 metabolites (51 upregulated and 17 downregulated) that were altered by at least 1.2-fold in the GC-resistant line (Figure 1C). Of the 51 compounds detected at higher levels in Sup-PR cells, there were several key players in glycolysis, such as glyceraldehyde-3-phosphate, fructose-6-phosphate, glucose-6-phospate, and α-ketoglutarate, that were at the top of the list (Figure 1C). Metabolite set enrichment analysis (MSEA) demonstrated that glycolysis, gluconeogenesis, galactose and lactose metabolism were, indeed, statistically significantly upregulated (Figure S2A). Interestingly, the top hits from the MSEA were related to amino acid regulation—urea cycle, aspartate, glutamate, arginine, proline, phenylalanine and proline metabolism (Figure S2A). Importantly, a complementary analysis of the impact that these metabolites have on their relevant pathways (pathway analysis) suggested that the effect on glycolysis of the different sugar-containing compounds that were changed in Sup-PR cells may be less prominent. In contrast, the impact that aberrant amino acid levels have on their respective biosynthesis pathways, such as for aspartate and glutamate metabolism, appeared to be much higher (Figure 1D).

Interestingly, of the 17 metabolites which were downregulated in Sup-PR cells compared to their PR-sensitive parental line, the strongest presence was of nucleotide metabolites (AMP, ADP, UMP and IMP, as well as uridine and cytidine). MSEA and pathway analyses suggested a strong overrepresentation, but a relatively modest impact on purine, pyrimidine and glycerophospholipid synthesis (Figure S2B), which was in support of the findings from RNA-seq GO analysis (Figure S1B). 

### 2.2. Integrated Transcriptomic and Metabolomic Analysis Reveals the Importance of Glutamine Metabolism in Prednisolone-Resistant Cells

The next question we asked was how the observed transcriptional and metabolomic changes may be related to each other and how they may underpin the acquired resistance in Sup-PR cells. Therefore, we carried out an integrated analysis of the two types of omics data by two independent tools (MetaboAnalyst and MetScape), which investigate the functional connections between genes and compounds. Notably, we found that 22 pathways were significantly enriched. 

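Among the enzymes of arginine and sugar metabolism, some genes changed several-fold in Sup-PR, in both directions. CPS1 (ENSG00000021826, chromosome 2 from 210477682 to 210679107), the entry enzyme of the urea cycle, rose from 0.724 ± 0.0850 to 12.8 ± 0.812 CPM (SD, n = 3 each), a log2 fold change of 4.12 (standard error 0.17, adjusted p = 2.7e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ASS1 (ENSG00000130707, chromosome 9 from 130444929 to 130501274), which joins citrulline and aspartate on the way to arginine, rose from 137 ± 3.26 to 344 ± 3.60 CPM (log2 fold change 1.33, adjusted p = 7.6e-11 from the same test), and NOS2, which uses arginine to make nitric oxide, fell by 2.11 on the log2 scale. In glycolysis, GPI rose from 92.2 to 215 CPM, LDHB from 45.7 ± 6.01 to 108 ± 6.42 CPM and PFKM and PFKP by 1.22 and 0.69 on the log2 scale, while ENO3 had a log2 fold change of -0.87, and ENO2 was higher in Sup-B15 by a ratio of 133 (95% counting interval 45.3 to 650.0). In pyruvate metabolism the acetyl-CoA acetyltransferase gene ACAT1 rose by 0.76, the aldehyde dehydrogenase gene ALDH7A1 fell from 33.7 to 0.856 CPM, and ACACB, an acetyl-CoA carboxylase, had no counts in Sup-PR (at least 24.4-fold lower). Of 12 enzymes of arginine biosynthesis and the urea cycle 6 were higher, 3 lower and 3 not past the test (median 0.41, 7 higher and 4 lower when adjusted over the list alone). All 6 that were higher rose by over 1.5-fold, and the list was over-represented among the genes called higher (one-sided Fisher's exact test, adjusted p = 0.001), while camera gave adjusted p = 0.14 (range over all settings 1.8e-06 to 0.33). These 6 are ASS1, CPS1, GLUD1, GLUD2, GOT2 and GPT2. All are also rises of the alanine, aspartate and glutamate list given below, so the over-representation of both rests in part on the same genes. GLUD2 held only 90 counts over the 6 libraries, 0.38% as many as GLUD1. As a near-identical copy of GLUD1 it may not be a separate rise. Of 26 enzymes of glycolysis and gluconeogenesis 14 were higher and 6 lower (5 and 4 by over 1.5-fold, 14 higher and 6 lower when adjusted over the list alone). Their median was 0.15 and their mean -0.13, on the other side of 0, and camera, with the direction of the median, gave adjusted p = 0.029 with the preset correlation and adjusted p = 0.22 with an estimated correlation. Against random lists matched on gene length and expression, a comparison chosen after the result was seen, the glycolysis median lay at percentile 83.1 (median of the matched lists 0.07), so it was not beyond their 95th percentile, while those of pyruvate metabolism and of arginine lay at percentiles 99.1 and 99.9. Of 30 enzymes of pyruvate metabolism 17 were higher and 7 lower (8 and 3 by over 1.5-fold; median 0.25, mean -0.22, 17 higher and 7 lower when adjusted over the list alone), and camera, also with the direction of the median, gave 0.016 and adjusted p = 0.46 with an estimated correlation. The pyruvate list was over-represented among the higher genes (Fisher's exact test, adjusted p = 0.0093). The glycolysis call was lost when only protein-coding genes were tested (adjusted p = 0.063, with a range over all settings of 0.00024 to 0.22), and the pyruvate call in a ranked enrichment test over all genes (adjusted p = 0.063, range 0.0018 to 0.46). The pathways were picked by the paper on these libraries, so the counts are not independent evidence of their direction.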

Narrowing down the potential underlying reasons for prednisolone resistance in our in vitro model system to the top 10 pathways, this analysis managed to confirm our previous observations and pinpoint the importance of arginine, alanine, aspartate and glutamate metabolism, as well as glycolysis and pyruvate metabolism (Figure 2A). 

Upon further and more detailed analysis of the exact players involved in these altered pathways, we noticed that there were 15 genes and compounds involved in alanine, aspartate and glutamate metabolism. 

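The mitochondrial transaminase genes GOT2 and GPT2, which link aspartate and alanine to glutamate, were higher in Sup-PR. GOT2 (ENSG00000125166, chromosome 16 from 58707131 to 58734357), the mitochondrial aspartate transaminase, rose from 99.7 ± 5.29 to 157 ± 3.41 CPM (SD, n = 3 each, log2 fold change 0.66, adjusted p = 2.9e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and GPT2 (ENSG00000166123, chromosome 16 from 46884378 to 46931297), the mitochondrial alanine transaminase, from 90.2 ± 3.17 to 149 ± 8.09 CPM (log2 fold change 0.72, adjusted p = 1.8e-07 from the same test). The cytosolic alanine transaminase gene GPT went the other way, from 4.82 to 2.18 CPM, a log2 fold change of -1.16. GAD1, which turns glutamate into GABA, rose by 1.72 on the log2 scale at a low level, from 0.874 to 2.94 CPM. Of 23 enzymes of alanine, aspartate and glutamate metabolism 13 were higher, 5 lower and 5 not past the test, and 9 rose and 1 fell by over 1.5-fold (median 0.31, 15 higher and 6 lower when adjusted over the list alone). The list, which the paper's own pathway result on these libraries led to and which is not independent evidence of its direction, was over-represented among the genes called higher (one-sided Fisher's exact test, adjusted p = 2.8e-04). Its rises include ASS1, CPS1, GLUD1, GLUD2, GOT2 and GPT2, which are all the rises of the arginine list, so the 2 lists are not separate results. GLUD2, with 90 counts over the 6 libraries, may not be a rise separate from GLUD1. Camera gave the alanine, aspartate and glutamate list adjusted p = 0.011 with the preset correlation and adjusted p = 0.17 with an estimated correlation. The metabolites of this pathway were not analysed here.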

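The gene of glutamate dehydrogenase, which converts glutamate to 2-oxoglutarate in mitochondria, was about 1.6-fold higher in Sup-PR. GLUD1 (ENSG00000148672) lies on the minus strand of chromosome 10 from 87050486 to 87094866 in GRCh38, and stood at 141 ± 9.38 CPM (SD, n = 3) in Sup-B15 and 226 ± 7.37 CPM (SD, n = 3) in Sup-PR. Its log2 fold change was 0.68 (standard error 0.06, adjusted p = 3.4e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the 3 Sup-PR libraries, at 217.8, 228.8 and 231.9 CPM, all lay above the Sup-B15 libraries, at 134.9, 136.7 and 152.0 CPM (exact permutation test, two-sided p = 0.1, the smallest that 3 libraries against 3 allow). Its near-identical copies held few counts: GLUD2 held 0.38% as many as GLUD1, and the pseudogenes GLUD1P3, GLUD1P2 and GLUD1P8 held 1.58%, 0.11% and 0.01%. How reads that match both GLUD1 and a copy were counted is not given, so these shares do not settle how many reads were shared or dropped. Among the transporters, the glutamine transporter gene SLC1A5 (the protein is ASCT2) rose from 205 ± 2.84 to 264 ± 10.3 CPM, a log2 fold change of 0.36 (adjusted p = 2.9e-05 from the same test) that stays under 1.5-fold. The transporter gene SLC38A2 was lower (log2 fold change -0.26, adjusted p = 8.6e-04 from the same test). SLC7A5, which exchanges glutamine for other amino acids, had a log2 fold change of 0.21 (adjusted p = 0.0056 from the same test). OAT, which makes glutamate semialdehyde from ornithine and 2-oxoglutarate, fell from 5.19 ± 0.473 to 2.19 ± 0.610 CPM (log2 fold change -1.22, adjusted p = 2.0e-04 from the same test).

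**Figure D3:**
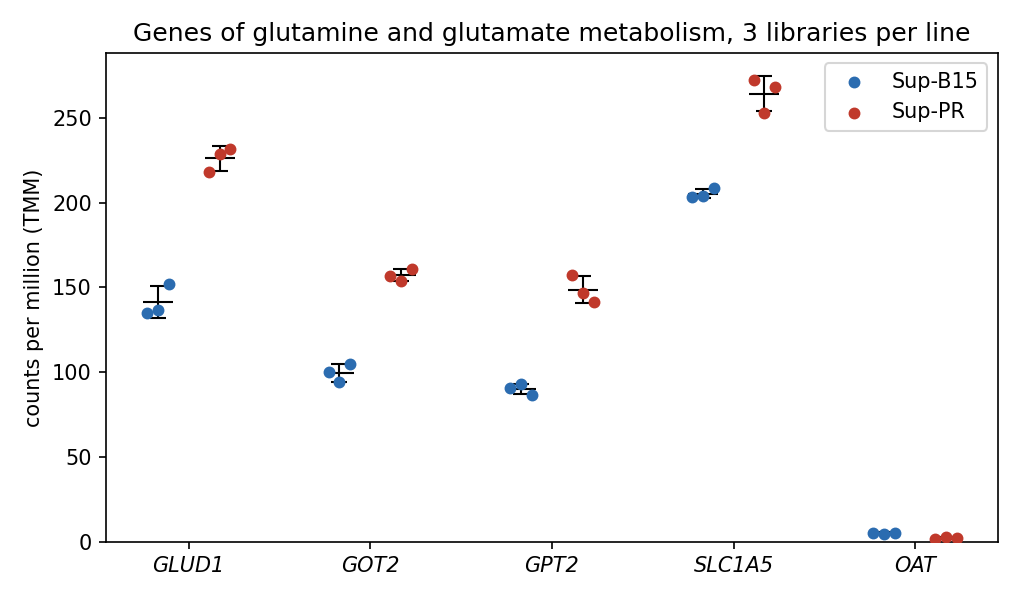
CPM of GLUD1, GOT2, GPT2, SLC1A5 and OAT in the 3 Sup-B15 and the 3 Sup-PR libraries. Points are libraries, and bars show the mean and the SD of 3 libraries. The Sup-PR points of GLUD1 all lie above those of Sup-B15, and those of OAT all lie below.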

Interestingly, we found a direct link between upregulated genes and compounds in the glutamine-glutamate-2-oxoglutarate axis—l-glutamine, glutamate dehydrogenase (GLUD1) and oxoglutaric acid (α-ketoglutarate)— which was confirmed by another type of integrated network analysis (Figure 2B and Figure S3). This, together with the recurrent enrichment for glutamine (Gln) metabolism and the high impact of glutamate on fuelling the TCA, both through oxoglutaric acid and pyruvate (the metabolism of which also appeared upregulated), strongly suggested the central role of Gln metabolism in the resistance of Sup-PR cells. Therefore, we hypothesised that targeting the Gln metabolism axis may have therapeutic potential, at least in vitro. 

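Over the wider set of glutamine genes, more rose than fell. Of 23 genes of glutaminolysis and of glutamine or glutamate transport 14 were higher, 5 lower and 4 not past the test (6 and 2 past 1.5-fold as well; median log2 fold change 0.34, 14 higher and 5 lower when adjusted over the list alone). The glutamate transporter gene SLC1A3, whose protein is EAAT1, rose from a low 1.48 to 3.45 CPM (log2 fold change 1.23, adjusted p = 1.7e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Enzymes of the TCA cycle and of pyruvate dehydrogenase were higher in 20 of 27 cases and lower in 1, with 4 past 1.5-fold (median 0.31, 21 higher and 1 lower when adjusted over the list alone). FH, the fumarase gene, rose by 0.69 on the log2 scale, and DLD, a subunit shared by the pyruvate and 2-oxoglutarate dehydrogenases, from 92.9 ± 8.21 to 155 ± 5.53 CPM (SD, n = 3 each, log2 fold change 0.74). Camera gave the glutamine list adjusted p = 0.013 with the preset correlation and adjusted p = 0.22 with an estimated correlation, and the TCA cycle list 2e-06 and adjusted p = 0.28 with an estimated correlation. Among the genes called higher the glutamine list was over-represented (one-sided Fisher's exact test, adjusted p = 0.033), and the TCA cycle list was not (adjusted p = 0.46 from the same test). Of the glutamine genes that rose past 1.5-fold, GLUD1, GLUD2, GOT2 and GPT2 are also rises of the arginine list and of the alanine, aspartate and glutamate list. The over-representation of these lists therefore rests in part on the same genes. GLUD2, with 90 counts over the 6 libraries, may hold reads of GLUD1. The glutamine call was lost in a ranked enrichment test restricted to genes past the threshold (adjusted p = 0.075, with a range over all settings of 0.00034 to 0.22). The glutamine list and the TCA cycle list follow pathways that the paper chose on these libraries, so they are not independent evidence. From the upregulated genes and compounds that connect L-glutamine, GLUD1 and oxoglutaric acid, together with the repeated enrichment of Gln metabolism and the feeding of the TCA by glutamate through oxoglutaric acid and pyruvate, the paper proposes a central role of Gln metabolism in the resistance of Sup-PR cells.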

### 2.3. Targeting Glutamine Metabolism in cALL Cells 

To address the hypothesised significance of Gln metabolism in cALL, we attempted to inhibit this pathway using three different strategies—by Gln starvation (medium without Gln), by competitive inhibition of the Gln transporter ASCT2 with V-9302 [13], and by blockage of glutamate dehydrogenase 1 (GDH or GLUD1) with epigallocatechin gallate (EGCG), which is a natural compound found in green tea. We found that Gln starvation had the strongest impact on apoptosis, leaving only about 20% surviving cells after 3 days of growth in this medium (Figure 3A). Treatment with V-9302 or EGCG also induced apoptosis in both Sup-B15 and Sup-PR cells, but these two drugs showed a more moderate effect on cell viability, even though this may be expected at their IC_50_ concentrations (Figure 3B,C). We did not see a statistically significant difference in the observed apoptosis in PR-sensitive or -resistant cells.

We next examined the potential mode of action of these three therapeutic strategies. Since the Gln metabolism axis can feed into the TCA (through 2-oxoglutarate) and from there into OxPhos (through NADH and FADH), we asked whether there may be changes in mitochondrial respiration and function following incubation for 72 h in these three conditions. Basal respiration, maximal respiration and ATP production were significantly downregulated in all cases to a similar degree in both Sup-B15 and Sup-PR cells, suggesting a similar mode of action between the three treatment types (Figure 4A). 

The mode of action of Gln-free medium can be anticipated, and that of V-9302 has been described previously [13,14,15]. While both of these treatments are very selective against their targets, the effects of EGCG on the metabolome are more unclear and have not been investigated previously. Therefore, we undertook the aforementioned approach with metabolomics analysis to elucidate the way in which EGCG may elicit its anti-leukaemic effect. Upon treatment with this inhibitor, there were 36 detected metabolites that were up- or downregulated in Sup-B15 and PR cells by at least 1.2-fold. Of these, only 4 showed higher abundance in treated cells, whereas the remaining 32 were depleted compared to untreated cells (Figure 4B). These included nucleotides (IMP, UMP and AMP being the most downregulated ones), but also glutamate and 2-oxoglutaric acid (α-ketoglutarate). Pathway analysis and MSEA revealed that EGCG could indeed downregulate Gln and glutamate metabolism (with the highest pathway impact score; Figure 4B and Figure S4C). Moreover, we observed that this natural compound could also deplete metabolites involved in purine and pyrimidine metabolism (top hits mentioned above), as well as in arginine (and urea cycle), proline, alanine, aspartate metabolism and others (Figure 4B and Figure S4C). The four detected upregulated metabolites—cytidine, creatine, acetylcarnitine and 4-guanidinobutyric acid—did not show significant involvement in any pathway (neither in terms of statistical significance of FDR, nor regarding pathway impact scores—data not shown). 

Lastly, we attempted to validate our results using the only other known pair of GC-sensitive and resistant paediatric ALL cell lines—the MLL-rearranged SEM and SEM-K2 cells [16,17]. While the effect on apoptosis following treatment with the three experimental conditions was weaker than that in Sup-B15 and Sup-PR cells (data not shown), all three treatment strategies managed to elicit a similar mitochondrial function profile, as observed before with reduction in basal and maximal respiration and ATP production (Figure S5). Notably, although Sup-PR and SEM-K2 cells appeared to have different mitochondrial functionality profiles, as measured by mito stress tests (namely lower OCR in Sup-PR cells, as described previously [12]), Gln deprivation and treatment with V-9302 and EGCG showed very consistent results with regard to mitochondrial respiration and ATP production. We also attempted to investigate the molecular changes following Gln metabolism inhibition by EGCG. Even though the two pairs of cell lines had different degrees of prednisolone response (Figure S6—IC_50_) and baseline metabolism (Figure S4A), the effect of this drug which we demonstrated in Sup-B15 and Sup-PR cells could also be observed to an extent in SEM and SEM-K2 cells as well. MSEA suggested that, similarly to what we noted in Sup-B15 and PR cells, the urea cycle, alanine and aspartate metabolism were targeted by this drug (Figure S4C,D). Glutamate and arginine metabolism were also in the list of hits, but at a much lower significance score. Therefore, at least some of the findings could be successfully validated in SEM and SEM-K2 cells. 

Importantly, in the context of clinical data, our findings fit well with the only available transcriptomic meta-analysis of matched cALL samples at diagnosis and relapse [10]. By examining all upregulated genes in these datasets, we noticed that certain metabolic processes are enriched in patient samples following treatment failure, including amino acid metabolism (Figure 5A). Interestingly, we also found that there are 142 upregulated genes in Sup-PR cells that are elevated at relapse. Notably, the involvement of these transcripts appeared to be in nitrogen compound, monosaccharide biosynthesis and IMP metabolism (Figure 5B). Lastly, since there has been no metabolomic analysis of patient samples at diagnosis and relapse, we asked how the metabolites we found to be dysregulated in Sup-PR cells would fit into the transcriptomic network of drug-resistant lymphoblasts. Importantly, as observed in Sup-PR cells, this integrated analysis suggested that upon relapse, there is significant enrichment of genes involved in nucleotide biosynthesis, arginine, glutamate and aspartate metabolism, as well as in glycolysis or gluconeogenesis (Figure 5C). Therefore, highlighting these bioenergetic processes, we suggest that they might serve as potential therapeutic targets in vivo.

## 3. Discussion

A lack of response to glucocorticoids (most frequently to prednisolone) is believed to be the main cause of relapse in cALL. However, studying the particular cellular and molecular mechanisms of GC-resistance in vivo/ex vivo is extremely challenging, since GCs are always used in combination with other chemotherapeutic drugs, which will inevitably interfere with any conclusions on the effects of prednisolone as a single agent. To tackle this issue, in the present study, we took advantage of the only two available in vitro models of matched GC-sensitive (Sup-B15 and SEM) and -resistant (Sup-PR and SEM-K2) cell lines. By carrying out integrated transcriptomic and metabolomic analyses, we aimed to elucidate molecular changes that may underpin the lack of response to prednisolone, but also to find novel potential druggable targets in cALL. We demonstrate that at least in some cases alterations in cell metabolism (namely increase in the levels of certain amino acids and glycolysis products) may be a feature of prednisolone-resistant cells. Driven by the concomitant transcriptional and metabolomic signatures suggesting the importance of the glutamine-glutamate-TCA axis for the acquired lack of response to prednisolone in our experimental system, we tested whether the inhibition of different steps in this metabolic pathway would have an anti-leukaemic effect. We addressed the latter question by implementing three different strategies—Gln starvation; treatment with V-9302, which inhibits the ASCT2 Gln transporter; and suppression of glutamate dehydrogenase by EGCG. Functional tests for apoptosis and mitochondrial activity demonstrated the significance of glutaminolysis in both GC-sensitive and -resistant cell lines. L-asparaginase is a critical component of cALL therapy, and is well-known to exert its effects by also deaminating Gln (even though this is not its main target) [18]. Glutamine addiction is detected as a common phenomenon in many types of cancer [19], including T-cell ALL [20]. This is the first report in which drugs targeting Gln metabolism have been effective in prednisolone-resistant cells.

Notably, V-9302 has been described to block Gln uptake very effectively and has been shown to have anti-tumour effects in more than 30 different cell lines (but not in lymphoblastic leukaemias), as well as in mouse breast cancer cell line xenografts [13,21]. This drug has further been tested in liver cancer cells [15] and in colon, breast and lung in vivo models [22]. Its mechanism of action by inhibition of solely ASCT2 has been debated [23], but its ability to block Gln uptake, likely through other amino acid transporters such as SNAT2 and LAT1, has been established by multiple groups [13,14,15,22]. Thus, V-9302 is considered as an excellent tool for investigating Gln deprivation. 

EGCG, on the other hand, has been shown to have more than one target besides glutamate dehydrogenase (GDH/GLUD1). A limitation of this study is the lack of biochemical assays, which would demonstrate the exact mechanism of action of this drug. Several groups, however, have previously characterised the ability of EGCG to inhibit GLUD1 in a wide range of concentrations—from nanomolar range in cell-free assays to 10–100 µM when using pre-treated cells and measuring GLUD1 activity in the cell lysates [24,25,26]. Notably, the anti-cancer properties of this green tea compound exerted by the inhibition of glycolysis have been shown in a number of solid tumours, as well as in myeloid leukaemia [26,27], but this is the first report examining the effect of EGCG on paediatric B-cell ALL. Although the IC_50_ concentrations of this drug used in our study fall within the previously reported effective doses blocking GLUD1, and our data suggest downregulation of glutamate metabolism following treatment with EGCG for 16 h (Figure 4B—downregulation of 2-oxoglutaric acid and MSEA; Figure S6), there may be other effects of this catechin that may contribute to the phenotypes we observed. 

For instance, glucose-6-phosphate dehydrogenase and isocitrate dehydrogenase have also been proven to be hit by EGCG [25,28], while glutaminolysis could be targeted at another level by blocking the glutamate transport GLT-1/EAAT2 (albeit at higher concentrations) [29]. Therefore, the effect of this drug cannot be attributed to a single target. Indeed, in our enrichment and MSEA analyses, we observed that aside from Gln metabolism, gluconeogenesis is also affected (Figure 4). However, there are 18 ongoing clinical trials with EGCG and more than 70 completed ones (based on ClinicalTrials.gov (accessed on 13 January 2023)), making it a relevant candidate for potential clinical blockage of glutaminolysis. 

Importantly, glutamine starvation and blocking of Gln import through V-9302, as well as of glutamate dehydrogenase through EGCG, were effective at disrupting mitochondrial function. They all induced apoptosis in both GC-sensitive and -resistant cell lines at similar levels. However, even though there was an apparent upregulation of Gln metabolism in Sup-PR cells, this cell line was not more susceptible to these three therapeutic approaches compared to Sup-B15 cells (besides a slightly lower IC_50_ value for EGCG). There could be two independent phenomena in prednisolone-sensitive and -resistant cells that may explain the observed results. 

First, regarding the good response to the inhibition of glutaminolysis in Sup-B15 and SEM cells, the central role of Gln in nucleotide, lipid, non-essential amino acid biosynthesis and others [30] has long been highlighted as a therapeutic target in cancer in general [19,30], including haematological malignancies (AML) [31,32], but not cALL in particular. The only relevant studies in this paediatric haemato-oncologic malignancy are in the context of L-asparaginase therapy, which is well-known to also deaminate Gln to glutamate (i.e., having glutaminase activity). In this context, however, the extra effect of L-asparaginase is believed to be beneficial not only because it blocks the anaplerotic role of Gln in nucleotide biosynthesis [33], but mostly because it prevents this amino acid from becoming a nitrogen donor for asparagine production in the cell [34], thereby depleting both external and internal pools of asparagine. Therefore, the response of prednisolone-sensitive cells to all three experimental conditions in this study may be demonstrating an unsurprising Gln addiction in cALL, which has not been described nor well-characterised to this point. 

Second, with regards to prednisolone-resistant cells, besides Gln metabolism, there were several other transcriptional and biosynthesis pathways that were altered in Sup-PR cells. We observed enrichment of aspartate, arginine, alanine, phenylalanine and other amino acid metabolisms, which can likewise fuel nucleotide biosynthesis and the TCA (e.g., asparagine and alanine can be converted to oxaloacetate and pyruvate, respectively). Thus, it is possible that our GC-resistant model cells may be rewired for greater metabolic plasticity, which may allow them to compensate for the block of Gln uptake or production of 2-oxoglutarate. Therefore, targeting Gln metabolism alone may not be sufficient to induce apoptosis in all cells, and a combination with another inhibitor may be more beneficial. 

Importantly, another potential rescue mechanism in Sup-PR cells, aside from the proposed metabolic plasticity, which holds a considerable therapeutic potential is the activation of two signalling pathways—mTORC1 and MYC—as is apparent from the GSEA (Figure S1). The mammalian target of rapamycin (mTOR) signalling is deregulated in multiple malignancies, and there is a constant feedback loop between amino acid levels and the activation of this pathway [35,36]. Several amino acids, including Gln, can serve as signalling molecules to activate mTORC1 [37], which, in turn, can control mitochondrial function (the TCA), nutrient uptake and glutaminolysis [38] (by upregulation of the glutamate transporter EAAT1 in T-ALL [39]), while also ultimately enhancing cell growth and survival [40]. Notably, the involvement of the mTORC1 pathways in lymphoblastic leukaemias and chemoresistance has been suggested previously [41]. Targeting this complex has already shown potential in a high risk B-ALL xenograft model [42] and in combination with Gln depletion in Notch1-driven T-ALL [20]. The role of MYC in controlling leukaemic cell metabolism [43] and Gln catabolism has been well-established as well [44]. In MLL-rearranged cALL xenografts, this oncoprotein has been also shown to be able to regulate both OxPhos and glycolysis, rendering lymphoblasts a context-specific metabolic plasticity related to the leukaemia-initiating cell state [45]. Thereby, the activation of MYC signalling in Sup-PR cells may provide another metabolic fitness route that could explain why a sub-population of these GC-resistant cells is not susceptible to V-9302, EGCG or glutamine deprivation. Therefore, while targeting glutamine metabolism in prednisolone-resistant cells does show efficacy, the anti-leukaemic potential of this approach will perhaps be enhanced if combined with inhibition of other amino acid biosynthesis pathways (such as asparaginase) or of signalling axes such as the ones controlled by mTORC1 or c-MYC. A good example of the promising potential of combinatorial treatments is provided by the co-targeting of glycolysis with 2-deoxyglucose, and of glutaminolysis with V-9302. This approach showed greater efficacy in breast, colon and lung cancer cell lines [22]. Simultaneous blocking of glutaminase by CB-839, and of Gln import with V-9302, has shown synergistic effects in hepatocellular carcinomas [15]. The same ASCT2 transporter inhibitor has also been successfully used to resensitise Paclitaxel-resistant ovarian cancer cells [46]. Targeting glutaminase with CB-839 has also shown synergy with Bruton tyrosine kinase inhibition in ibrutinib-resistant mantle B-cell lymphoma cells [47]. With regard to the other drug used in our study, EGCG, with its multiple potential molecular targets, has been demonstrated to reverse resistance to cisplatin [48] and to the tyrosine kinase inhibitor gefitinib [49] in lung cancer cells, as well as to 5-fluor uracil in colorectal cancer cells [50]. In that context, our study could provide strong rationale for testing a number of different chemotherapeutic agents, together with inhibitors of glutaminolysis, in both prednisolone-sensitive and -resistant childhood B-cell ALL cells.

In conclusion, in this study, we investigated the transcriptional and metabolomic profile of prednisolone-resistant cALL cells. The novel data we present herein demonstrate that the acquired lack of sensitivity to prednisolone is accompanied by gross metabolic rewiring towards amino acid biosynthesis and glycolysis. Comparison of our data to a publicly available meta-analysis suggested that similar events may also occur upon relapse. Among other druggable and potentially dysregulated metabolic or signalling pathways, glutaminolysis presents an attractive therapeutic target. We demonstrate that blocking Gln availability or its conversion to 2-oxoglutarate impairs mitochondrial function and induces apoptosis in both GC-sensitive and -resistant cells. Therefore, this study provides not only novel insights into the mechanisms of resistance to prednisolone, but also a basis for further investigations, including potential combinatorial treatments aiming to tackle resistance to prednisolone, asparaginase and other chemotherapeutic agents. 

## 4. Materials and Methods

### 4.1. Cell Culture, Drug Titrations, Cell Proliferation and Apoptosis Assays

Sup-B15 (DSMZ, Braunschweig, Germany) and Sup-PR (developed in our laboratory as described previously) [12] cell lines were cultured in IMDM with 20% FBS and 0.5% Pen/Strep (PAN-Biotech, Aidenbach, Germany). SEM (DSMZ, Braunschweig, Germany) and SEM-K2 (kindly provided by Dr. Tino Schenk from the University Hospital of Jena (Germany)) cell lines were grown in IMDM with 10% FBS and 0.5% Pen/Strep (PAN-Biotech, Aidenbach, Germany). For Gln starvation experiments, IMDM without Gln (PAN-Biotech, Aidenbach, Germany) was used. EGCG and V-9302 were purchased from Cayman Chemical, Ann Arbor, MI, USA (European Division in Estonia) and dissolved in DMSO (PAN-Biotech, Germany). Drug titrations were carried out for 72 h, with at least 4 different concentrations of each drug in biological duplicates and in technical duplicates or triplicates. Cell viability was measured using a standard MTT protocol. IC_50_ values were determined by log-transforming the drug concentrations, normalising the data to untreated control values and applying a nonlinear regression algorithm for curve fitting using GraphPad Prism 9.4.0. For assessment of apoptosis following Gln starvation or drug treatments for 72 h, an Annexin V/PI kit (Luminex, Austin, TX, USA) was used on a Guava^®^ Muse^®^ Cell Analyser (Luminex, Austin, TX, USA) instrument.

### 4.2. RNA Sequencing and Data Analysis

Sup-B15 and Sup-PR cells were grown as described above, then 1 million cells of each line were collected and RNA was extracted using a Qiagen RNeasy kit (Qiagen, Germantown, MD, USA), following the protocol provided by the manufacturer. RNA was quantified with Nanodrop (Thermo, Waltham, MA, USA), and samples were sent to Novogene (UK) for further processing—including quality control, library preparation with NEBNext^®^ UltraTM RNA Library Prep Kit for Illumina^®^ (NEB, Ipswich, MA, USA) and pair-end sequencing at >20 M reads/sample on an Illumina sequencer. Data processing was also carried out by Novogene using HISAT2 for mapping and DESeq2 and EdgeR for generating a list with differentially expressed genes (DEGs). DEGs in Sup-PR compared to Sup-B15 cells were filtered for fold change (FC > 1.5) and statistical significance (*p*-value < 0.05). The resulting sub-list was further processed by the BiNGO [51] plugin for Cytoscape [52] for gene ontology (GO) analysis, and by the Broad Institute’s GSEA software [53] for gene set enrichment analysis (GSEA) as previously described [12]. 

### 4.3. Metabolomic Analysis

Cells were seeded at 8 × 10^5^–1 × 10^6^/mL in 12-well plates in biological duplicates, with or without IC_50_ concentrations of EGCG, and incubated for 16 h. Metabolites were extracted by adding 1 mL of ice-cold 80% MS-grade methanol and 3 cycles of snap freezing on dry ice, thawing on ice and vortexing for 40 s. Cell debris were then pelleted (15,000× *g* for 10 min at 4 °C), and the supernatant containing extracted metabolites was transferred to new 1.5 mL Eppendorf tubes and shipped on dry ice for analysis. Liquid chromatography with tandem mass spectrometry (LC-MS/MS) of Sup-B15, Sup-PR, SEM and SEM-K2 cells was carried out by MsOmics (Denmark) as described previously [54]. A Vanquish LC coupled to Thermo Q Exactive HF (Thermo Scientific) with an electrospray ionization interface as the ionization source were used. Compound Discoverer 3.3 (Thermo Scientific) was employed to extract peak areas. Four levels of identification of compounds were applied based on 3 criteria—retention times (compared against in-house authentic standards), accurate mass (with an accepted deviation of 3 ppm) and MS/MS spectra. Compounds identified at level 1 (identified based on all 3 criteria), 2a and 2b (based on 2 of the 3 criteria) were used for further analysis, while compounds at Level 3, based on accurate mass, isotope pattern and reference count, (231 compounds in total) were excluded from the analysis, as this was the annotation method carrying the lowest confidence.

A total of 111 metabolites, detected at Level 1, 2a and 2b, were then filtered to remove likely contaminants such as HEPES, mercaptoethanol, benzylformamide and others. We used a less stringent approach with a log_2_ fold change of peak area values normalised to GC-sensitive or untreated control cells of >1.2 and <0.8 (as applied previously by Sun et al. [55] and by Feng et al. [56]). Thus, we obtained 68 metabolites when comparing Sup-PR to Sup-B15 cells, 42 metabolites when comparing SEM-K2 to SEM cells, 36 metabolites for Sup-B15 and Sup-PR cells treated with EGCG compared to control Sup-B15 and Sup-PR cells and 51 metabolites for the latter comparison in SEM and SEM-K2 cells. These datasets were then applied for further analysis by MetaboAnalyst 5.0 [57]. 

For metabolite set enrichment and for pathway analysis in MetaboAnalyst 5.0, we used default settings and, respectively, the SMPDB database [58] and hypergeometric test for enrichment and for the KEGG pathway library. This was conducted for both pairs of sensitive and resistant cells—Sup-B15 and Sup-PR and SEM and SEM-K2. For network analysis integrating genes and metabolites, we applied fold change values for both types of data (1.5 FC for gene expression and 1.2 fold change for metabolites) as well, and used the full lists of up- and downregulated genes and metabolites. We then selected gene–metabolite interaction network for the network analysis option (again, with default settings for degree and betweenness filters). The statistical analysis was based on KEGG pathways, but the gene–compound network was also run against the Reactome and biological processes databases. This type of integrated gene expression and metabolomics analysis was carried out with MetScape in CytoScape [59] as well (again, using default settings). The same workflow was applied for the analysis of the effect of EGCG. Only enrichment results with statistical significance with *p*-value < 0.05 (or FDR < 0.05 when calculated) were considered for discussion and further assessment.

### 4.4. Seahorse Mitochondrial Function Analysis

Seahorse Mito Stress tests were carried out on a Seahorse XFp Analyzer (Agilent, Santa Clara, CA, USA) following the recommended protocols by the manufacturer and as described previously for Sup-B15 and Sup-PR cells (normalising the readings to cell numbers per well) [12]. In brief, the oxygen consumption rate (OCR) of EGCG-treated or control untreated cells was measured, and then the data were analysed by Wave Software version 2.6.3.5 (Agilent, Santa Clara, CA, USA to generate reports for basal and maximal respiration, as well as for ATP production. The experiments were carried out at least in biological and technical duplicates. For data presentation and statistical analysis (Student’s *t*-test), GraphPad Prism 9 (GraphPad Software, San Diego, CA, USA) was used.

## Figures and Tables

**Figure 1:**
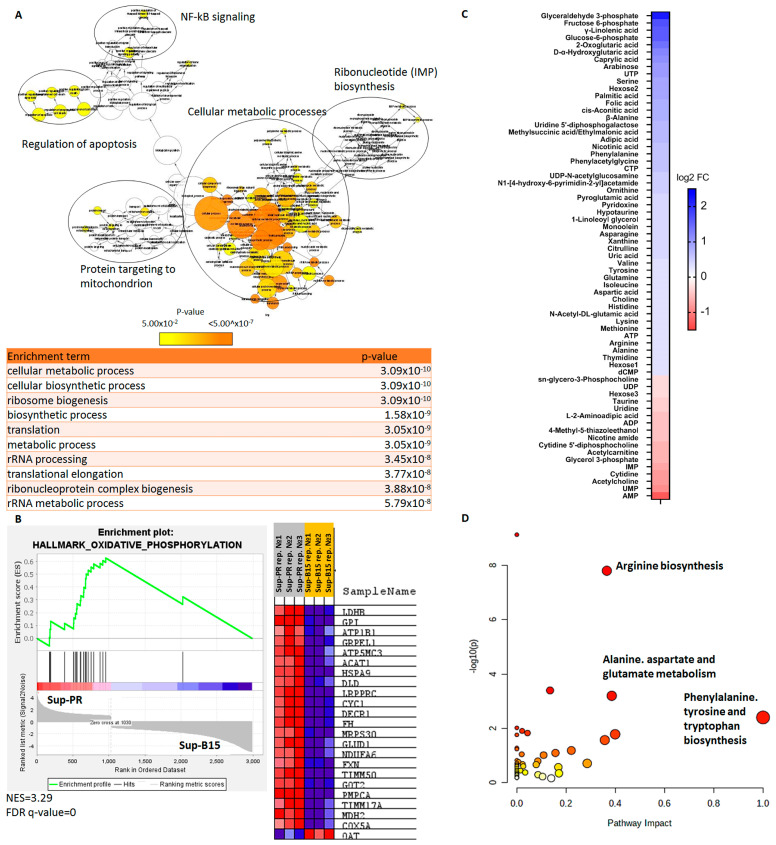
Gene expression and metabolite analyses of prednisolone-resistant cells suggest dysregulated metabolism. (**A**) Gene ontology analysis of upregulated genes in Sup-PR showing overrepresentation of transcripts in several clusters, as annotated, and the statistical significance of the enrichment terms. (**B**) GSEA of differentially expressed genes in Sup-PR cells demonstrating enhanced oxidative phosphorylation and the list of up- (in red) and downregulated (in blue) genes involved in this process (NES—normalised enrichment score, FDR—false discovery rate). (**C**) Heatmap based on log2 fold change, as annotated, of metabolites that are up- or downregulated (in blue and red, respectively) in Sup-PR compared to Sup-B15 cells. (**D**) Metabolite pathway analysis presenting the involvement of the metabolites from (**C**) in biosynthetic pathways, as annotated, showing the statistical significance of the enrichment and the impact they have on the relative pathway.

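Of the 23 genes that can be read in the heatmap of Figure 1B, 22 were higher in Sup-PR by over 1.5-fold and OAT was lower, each at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The rises ran from 0.59 on the log2 scale for COX5A, a subunit of cytochrome c oxidase, to 1.34 for ATP1B1, a subunit of the sodium pump, which stood at only 2.99 ± 0.788 and 7.43 ± 1.38 CPM (SD, n = 3 each) in Sup-B15 and Sup-PR. GRPEL1, a co-chaperone of mitochondrial protein import, rose from 38.9 ± 2.71 to 71.0 ± 4.12 CPM (log2 fold change 0.87, adjusted p = 2.0e-07 from the same test), and LRPPRC, which stabilises mitochondrial messenger RNAs, from 209 ± 5.85 to 348 ± 4.59 CPM (log2 fold change 0.74, adjusted p = 3.1e-08, same test). MRPS30 of the mitochondrial ribosome had a log2 fold change of 0.69 and DECR1, which acts in the oxidation of unsaturated fatty acids, of 0.71. COX5A, MDH2 (0.60) and TIMM17A (0.61) lie just above 1.5-fold and fell under it when the libraries were scaled by their upper quartiles or total counts, and without any of Sup-B15 replicate 1, Sup-B15 replicate 2 and Sup-PR replicate 3 (log2 fold changes of 0.52 to 0.58 without those libraries). Without Sup-PR replicate 2 COX5A fell under it too (0.57). PMPCA (0.64) lies only a little higher and may cross the threshold as well, since total-count scaling moved the median of all genes from -0.013 to -0.082. The names were read from the picture, the genes were picked by the paper from these libraries and are not independent evidence, and no set test was run on them.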

**Figure 2:**
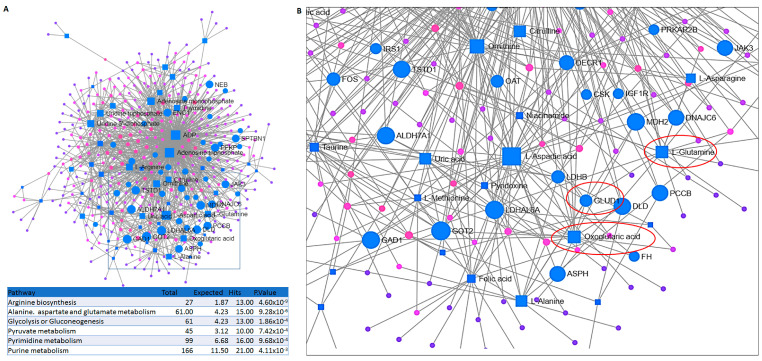
Integrated transcriptomic and metabolomic analysis reveals alterations in the number of biosynthesis pathways. (**A**) Network analysis of differentially expressed genes and metabolites in Sup-PR compared to Sup-B15 cells and statistical data for six of the top ten enriched KEGG pathways. The genes highlighted in blue colour (circles) and metabolites (squares) on the diagram are from the selected pathways. (**B**) A more detailed view of genes and metabolites involved in glutamine metabolism (in red circles)—GLUD1, l-Glutamine and oxoglutaric acid.

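Of 25 gene names that can be read in the network of Figure 2, 14 were higher in Sup-PR, 10 were lower and 1 (ENC1) was not past the thresholds. IRS1, the adaptor of insulin and IGF receptors, fell from 7.24 ± 0.508 to 1.33 ± 0.129 CPM (SD, n = 3 each, log2 fold change -2.43, adjusted p = 8.0e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the receptor gene IGF1R fell as well (log2 fold change -0.66). JAK3, a kinase of cytokine receptors, went from 68.2 ± 7.67 to 31.2 ± 2.01 CPM (log2 fold change -1.13), the kinase gene CSK changed by -0.61 and the spectrin gene SPTBN1 by -0.79. Of the enzymes, PCCB, a subunit of propionyl-CoA carboxylase, rose by 0.68 on the log2 scale and ASPH, an aspartyl hydroxylase, by 0.73, while TSTD1, at 1.22 CPM in Sup-B15, changed by -1.67. PRKAR2B, a regulatory subunit of protein kinase A, rose from 3.74 ± 0.659 to 9.15 ± 0.768 CPM (log2 fold change 1.27, adjusted p = 9.5e-06 from the same test). The low-expressed FOS (0.96) and DNAJC6 (0.87) passed as well. Limma on log2(FPKM + 1) put CSK, IGF1R, ASPH, FOS and DNAJC6 under 1.5-fold, and IGF1R also stayed under it without Sup-B15 replicate 2 (-0.58). The names were read from a small picture, in which some are hard to make out, and were picked by the paper from these libraries.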

**Figure 3:**
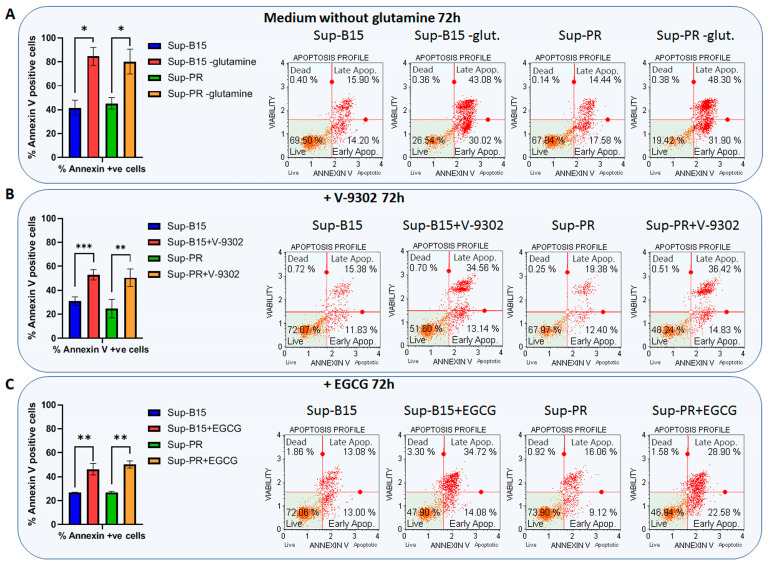
Targeting glutamine metabolism induces apoptosis in cALL cell lines. The percentage of live and annexin-positive cells, and representative flow cytometry plots, of Sup-B15 and Sup-PR cells grown for 72 h in a medium without Gln (top panel), or treated with IC50 concentrations of the Gln transporter inhibitor V-9302 (middle panel) and with the glutamate dehydrogenease inhibitor EGCG (bottom panel). Error bars represent the mean with SD from biological duplicates. *—*p* < 0.05, **—*p* < 0.005, ***—*p* < 0.0005, Student’s *t*-test.

**Figure 4:**
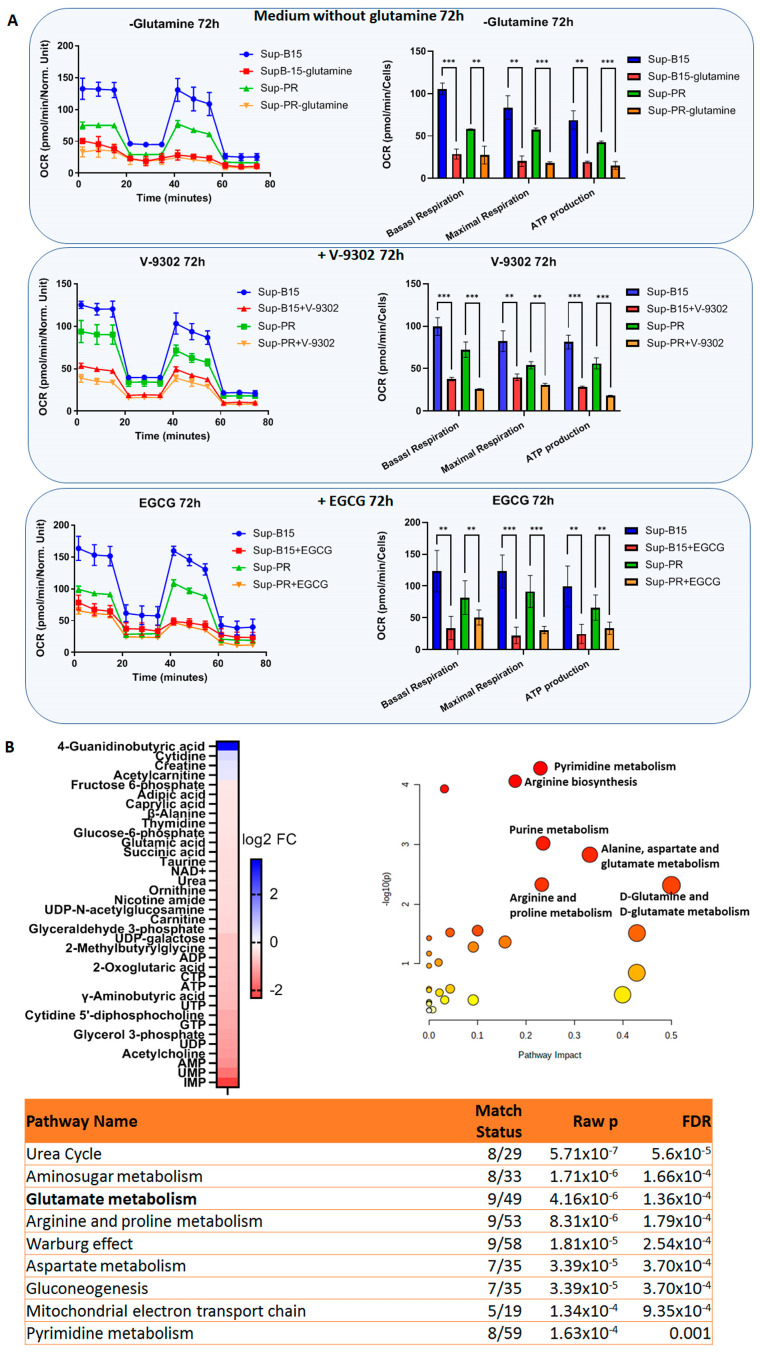
Inhibition of glutaminolysis impairs mitochondrial function. (**A**) Seahorse analysis of mitochondrial function showing oxygen consumption rates (OCR) in a Seahorse mito stress test (left hand side), and the relevant quantification (right hand side) of basal and maximal respiration and ATP production, as annotated in cells grown in a medium without glutamine (top panel), or treated with V-9302 (middle panel) or EGCG (bottom panel) for 72 h. Error bars represent the mean with SD from biological duplicates. **—*p* < 0.005, ***—*p* < 0.005 Student’s *t*-test. (**B**) Metabolite analysis of Sup-PR and Sup-B15 cells treated with EGCG compared to control untreated samples of the two cell lines, showing a heatmap of the up- and downregulated metabolites after treatment for 16 h (left hand side), as well as pathway analysis (right hand side) and a list of the top enrichment terms from a MSEA (bottom).

**Figure 5:**
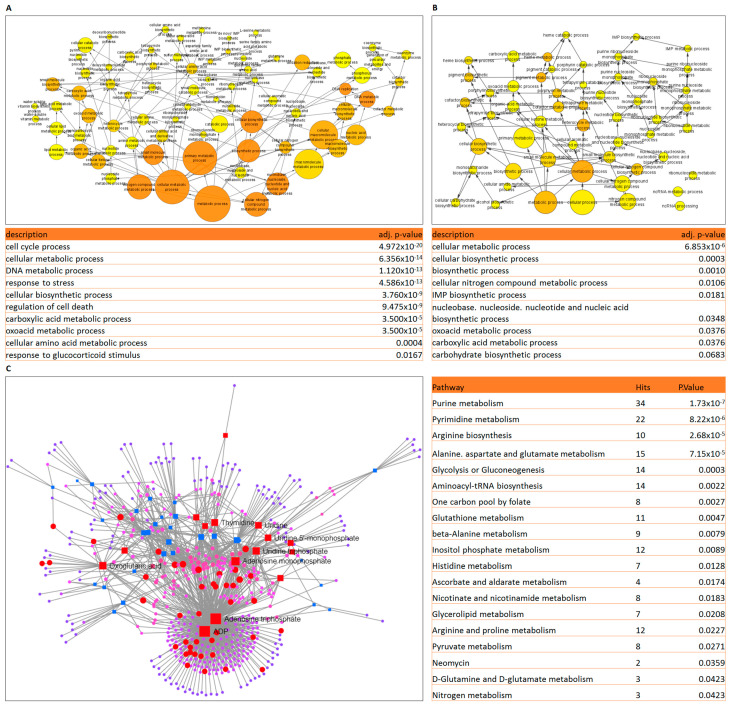
Gene expression analysis of metadata of matched patient samples at diagnosis and relapse. (**A**) GO analysis of upregulated genes in patient samples from meta-analysis [10] showing a metabolism-enriched cluster of nodes from upregulated genes in relapsed cALL patients and selected enrichment terms. (**B**) GO analysis of 142 upregulated genes found in both the meta-analysis and Sup-PR cells showing enrichment for metabolic processes, as annotated. (**C**) Integrated analysis of all up- and downregulated genes in relapse patients [10] and all dysregulated metabolites in Sup-PR cells. The genes (circles) and metabolites (squares) from the top 5 enriched KEGG terms are highlighted in red.

## Data Availability

The RNA-seq raw and processed data can be found in the Gene Expression Omnibus, GEO (https://www.ncbi.nlm.nih.gov/geo/ (accessed on 13 January 2023)) under accession number GSE217428.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms24043378/s1.

How the deposited data were processed for this re-analysis (not part of the article)

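RNA sequencing compared 3 libraries of the prednisolone-sensitive line Sup-B15 with 3 of its resistant sub-clone Sup-PR. The samples were mapped from their labels, whose line names and replicate numbers match the columns of the deposited table, and no column of per-sample values was left unmapped (0). Paired-end reads were mapped for the authors with HISAT2 to GRCh38.p12, and the submitters' processing notes also name CASAVA and DESeq2, without versions. The authors deposited raw counts per gene. They also deposited FPKM, which are the counts divided by gene length and by 1 constant per library, and a signal column that holds the counts divided by 1 size factor per library (0.828, 1.303, 0.902, 0.948, 1.081 and 1.04). The same table gives the authors' log2 fold change and p-value with an adjusted p for each gene, and the gene length they used. The counts were used for all main results, the FPKM for an alternative, and the authors' own comparison only where it is named. The table lists 25838 genes, with 14706 protein-coding ones among them, and 128 carry no gene name and were kept under their identifiers. Libraries held 16966569 to 26603422 counts, and 97.16% to 97.56% of them lay in protein-coding genes. The 10 genes with most counts took 3.91% to 4.39%.

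Genes were filtered with edgeR's filterByExpr, normalized by TMM and tested with edgeR's quasi-likelihood test with robust estimation (glmQLFit and glmQLFTest). P-values were adjusted by the Benjamini-Hochberg method, and a gene was called at an adjusted p under 0.05 and a fold change over 1.5. The common biological coefficient of variation was 0.065, and the median log2 fold change of all genes tested was -0.013. Gene lists were written from general knowledge, 42 to be tested and 7 of cell type markers that were only counted. They were tested with camera on voom-weighted log2 CPM with a preset correlation of 0.01 between genes, adjusted over the 42 lists, then with an estimated correlation, with fry and with ranked enrichment by fgsea. Over-representation among the genes called higher or lower used a one-sided Fisher's exact test against all genes tested. Chromosomes 1 to 22 and X were tested with camera in the same way. The genes named in the text follow a rule set beforehand: the 10 largest changes in each direction among protein-coding genes past the threshold with a mean count of at least 50 in the higher line and no overlap between the lines, the genes that the paper names or shows legibly in Figures 1B and 2, the genes of the glucocorticoid response, up to 4 members per direction of each list with the smallest adjusted p among those past the threshold, and, in lists where under 4 pass, the members with most counts. Values in the paper's figures had been seen when the rule was written. It gave 280 genes. SLC1A2, which the paper names, was not among the genes tested. Other genes are named only as neighbours, as copies of GLUD1 or, for BCL2L1, as a further survival gene, after their values were seen. A gene with no counts in a line is given as a bound, with a floor of 3 counts over its 3 libraries, and a gene with 1 to 3 counts as a ratio with a 95% counting interval. Bounds and intervals cover counting error only, and the medians of the lists were the same with such genes at their bounds.

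The pipeline was tested on simulated counts drawn from the means and library sizes of these samples, with 200 genes changed by known folds. All simulated genes had the same common biological coefficient of variation. It was run again under 27 other settings: DESeq2, limma-voom, other scalings, other filters, protein-coding genes only, each library left out, the replicate number as a block, other thresholds, FPKM with a pseudocount of 1 or 0.1, the authors' deposited values, and other gene list tests. The FPKM settings kept genes with an FPKM of at least 1 in 3 libraries, except where no filter is stated, and the stricter count filter asked for at least 10 counts in every library. All 10 ways to divide the 6 libraries into 3 and 3 were tested, as were 10000 random lists matched on gene length and expression, and permutation tests used 100000 permutations. The matched lists were drawn gene by gene and do not carry the correlation between genes of a list, so their percentiles may be too extreme. The software was Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0. The metabolite, respiration and apoptosis measurements, the SEM lines and the relapse samples of the paper were not analysed here, and its gene sets, its integrated networks and its supplementary figures were not used here.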

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

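The tests on neighbouring genes, on genes that share a promoter region, on the scaling of the libraries, on the class II region and on CIITA, and the comparison of the fatty acid oxidation list with matched lists, were chosen only after the result was seen. The first version of the scaling test was void, since a factor per library moves all genes alike, and it was replaced after its values were seen, as was the bound by which the CpG test is read.

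Of 11194 protein-coding genes with a mean of at least 1 CPM in Sup-B15, 43 had no counts in any Sup-PR library, and the paper does not discuss them. Among protein-coding genes with a mean of at least 1 CPM in Sup-PR, 0 had no counts in Sup-B15. The 43 genes lie on 17 chromosomes, with a median of 2.59 CPM and a highest level of 52.7 CPM in Sup-B15. Deletions that reach the neighbouring genes are argued against by the 86 nearest expressed neighbours, whose median log2 fold change was -0.12 (quartiles -0.49 to 0.18, just above the bound of -0.5, with 2 of the neighbours lost too). Promoter methylation stays open, since the CpG ratio of the transcript starts (medians 0.52, and 0.58 in genes of like expression, difference -0.07) differed by less than its permutation spread (one-sided permutation p = 0.86 for higher and 0.14 for lower), and a loss shared by genes with a common promoter region cannot be told apart from separate losses, since the difference of -10.02 between head-to-head and other neighbours (permutation p = 0.00042) rests on 2 genes, DHX57 and MORN2, which are both among the 43. Deletions of single genes or exons, other silencing and a rare cell of the parental line from which Sup-PR grew stay open and were not tested, and neither was the genotype of the lines.

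Proteasome subunits, which the paper does not discuss, rose in 30 of 36 cases with a median log2 fold change of 0.33 and none past 1.5-fold (30 higher and 0 lower when adjusted over the list alone; camera adjusted p = 6.8e-08, and adjusted p = 0.4 with an estimated correlation), a small joint rise like that of the respiratory chain and ribosomal protein genes. Lists matched on gene length and expression level rose less, since the 3 medians lay at percentile 99.6 or above of 10000 such lists. The matched lists were drawn gene by gene, whereas genes of the respiratory, ribosomal and proteasome lists vary together (estimated correlation 0.52, 0.75 and 0.64). The percentiles are therefore too favourable and argue only weakly against length and expression as the whole cause. Matched lists rose too, with medians of 0.17, 0.15 and 0.16 for the respiratory, ribosomal and proteasome lists. Part of the rise is thus shared by genes of like length and expression (Spearman correlation of log2 fold change and expression across genes 0.26, where genes are not independent replicates). Under 4 scalings of the libraries the smallest of the 3 medians was 0.26, so the choice among these scalings does not remove the rise. The scalings differed little, with the median of all genes from -0.082 to -0.013. Each takes the total counts or most genes to be alike in both lines, so a difference in total RNA could not be tested. Reads shared with pseudogenes and a difference in growth state between the cultures stay open, and that the rise belongs to the resistant state is a hypothesis that was not tested apart from the comparison itself.

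MHC class II genes and their regulators, which the paper does not discuss, had a median log2 fold change of -3.81, with 13 of 16 lower, 0 higher and 12 lower by over 1.5-fold (0 higher and 13 lower when adjusted over the list alone; camera adjusted p = 1.5e-09, and adjusted p = 0.17 with an estimated correlation): HLA-DRA fell from 456 ± 68.0 to 31.0 ± 1.05 CPM (SD, n = 3 each), and HLA-DPA1 and CD74 had log2 fold changes of -5.24 and -2.58. Loss of the class II region of chromosome 6 is argued against by the 7 other genes tested there, with a median of -0.1 (quartiles -0.33 to 0.02). A missing transactivator is in line with the fall of CIITA (chromosome 16, 10866222 to 10943021), which drives class II promoters and is itself on the list, from 129 ± 3.52 to 9.42 ± 1.11 CPM (log2 fold change -3.78, adjusted p = 9.7e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). That CIITA may carry the fall of the class II genes is a hypothesis found and tested on the same data, and a wider change of cell state that lowers both stays open, with 7 of 9 mature B-cell and plasma cell markers and 2 of 3 myeloid markers lower in Sup-PR as well.

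Other lists outside the processes that the paper discusses were also called by camera with the preset correlation, each given here with its adjusted p. Serine synthesis and one-carbon enzymes had a median log2 fold change of 0.41 (14 of 25 higher, 2 lower, 14 higher and 3 lower when adjusted over the list alone; SLC19A1 0.85, AHCY 0.78; adjusted p = 0.0012, and adjusted p = 0.14 with an estimated correlation). Cytosolic aminoacyl-tRNA synthetases had 0.39 (19 of 20 higher, 0 lower, 19 higher and 0 lower when adjusted over the list alone; WARS 0.93, FARSB 0.97; adjusted p = 4.3e-08, and adjusted p = 0.14 with an estimated correlation). Pentose phosphate pathway enzymes had 0.38 (9 of 11 higher, 1 lower, 9 higher and 1 lower when adjusted over the list alone; TKT 0.86, H6PD -1.08; adjusted p = 0.0036, and adjusted p = 0.33 with an estimated correlation). Genes of the unfolded protein response and targets of ATF4 had 0.28 (22 of 29 higher, 5 lower, 23 higher and 5 lower when adjusted over the list alone; CHAC1 1.19, SESN2 0.77, EDEM1 -0.65; adjusted p = 0.0015, and adjusted p = 0.33 with an estimated correlation). Fatty acid oxidation enzymes had 0.13 (11 of 24 higher, 2 lower, 11 higher and 2 lower when adjusted over the list alone; ECI2 0.79; adjusted p = 0.03, and adjusted p = 0.46 with an estimated correlation), and without Sup-B15 replicate 2 the adjusted p was 0.051, and with the trend on gene length removed it was 0.063, and ranked enrichment gave 0.084 over all genes and 0.069 on the genes past the threshold (range over all settings 0.002 to 0.46). Their median lay at percentile 72.0 of lists matched on length and expression (median of the matched lists 0.08), so no rise beyond that of like genes was seen. Cholesterol synthesis enzymes and uptake were lower, at -0.26 (12 of 23 lower, 1 higher, 1 higher and 12 lower when adjusted over the list alone; adjusted p = 0.017, and adjusted p = 0.57 with an estimated correlation), although only 3 fell by over 1.5-fold. In ranked enrichment restricted to the genes past the threshold, the pentose phosphate (adjusted p = 0.47, range over all settings 5.2e-05 to 0.47), unfolded protein response (0.18, range 1.8e-05 to 0.33) and cholesterol lists (0.14, range 0.0014 to 0.57) lost the call too.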

How the results depend on the processing

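No test in this part was chosen after the result was seen. Over 27 other settings, values of the main results kept their direction and side of the threshold in 198 cases, 11 counts moved by over 1.5 times and 8 list tests lost their call, and of the values of single genes and other lists 4884 kept theirs, 207 lost a call, 29 gained one and 1 reversed. Without a minimum fold change there were 4168 genes higher and 4069 lower, and 28 over-represented lists in place of 15. Tested against a fold change of 1.5, by construction stricter, 484 were higher and 1318 lower. Limma on log2(FPKM + 1), which shrinks the folds of low genes, gave 635 and 952, or 657 and 1089 with no filter, and on log2(FPKM + 0.1) 1297 lower. With an estimated correlation between genes, camera called 0 of the 42 lists in place of 28 (11 at an unadjusted p under 0.05), with adjusted p = 0.36 for the respiratory subunits, 0.22 for glycolysis, 0.17 for alanine, aspartate and glutamate metabolism, 0.22 for the glutamine list, 0.38 for mTORC1 and 0.14 for MYC targets. Glycolysis was also lost among protein-coding genes only (0.063) and the glutamine list in ranked enrichment on the genes past the threshold (0.075), and glycerophospholipid synthesis turned to a fall under fry (0.0021, range over all settings 0.0021 to 1). The cause was not tested. Calls were lost also where the estimated correlation did not exceed the preset 0.01, such as -0.04 for alanine, aspartate and glutamate metabolism. With each library left out, 1000 to 1206 genes were higher and 2065 to 2599 lower, 27 to 29 lists and 13 to 15 over-represented lists were called, 0 chromosomes (0 to 0) were, GLUD1 ran from 0.64 to 0.72, and the adjusted p from 1.4e-15 to 8.1e-11 for respiratory subunits, 6.6e-14 to 8.8e-13 for MYC targets, 0.0001 to 0.00078 for mTORC1, 0.0067 to 0.02 for alanine, aspartate and glutamate metabolism, 0.0079 to 0.015 for the glutamine list and 0.013 to 0.034 for glycolysis. GLUD1 passed both thresholds in every setting run for it (0.61 to 0.72). The replicate numbers did not pair the libraries (same-number correlations -0.06 to 0.20, with 3 of 6 libraries correlating best with their own number), and a fit with the number as a block called 1134 genes higher and 2376 lower, 3381 of them shared with the fit without it. Total-count scaling called 867 and 2583, or 25.1% higher among calls against 32.8%. Of 50 simulated 1.5-fold changes, 41 passed by adjusted p and 24 passed both thresholds. Changes simulated at the fold threshold itself are estimated on either side of it at any depth, so the 24 do not measure an effect of depth.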

Differences from the paper's values

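No test in this part was chosen after the result was seen, and the counts of genes higher and lower lie within 1.5 times those that the paper states. The paper gives its threshold as an adjusted p in the results section and as a p-value in the methods section, and the adjusted p was used here. The network of Fig. 2 is drawn from genes that changed by the paper's thresholds, and a node in it reads ENC1, although the letters are small and the reading is uncertain. ENC1 stood at 40.6 ± 1.62 CPM (SD, n = 3) in Sup-B15 and 41.7 ± 7.02 CPM (SD, n = 3) in Sup-PR, a log2 fold change of 0.04 (adjusted p = 0.76 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it passed the thresholds in none of the other settings run for it (log2 fold change -0.10 to 0.13). The authors' deposited table gives ENC1 a log2 fold change of 0.05 and an adjusted p of 0.80. The other 24 gene names read in Fig. 2 passed the thresholds here, and all 23 names read in the heatmap of Fig. 1B have the direction of its colours.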

Other observations

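The comparisons with lists matched on gene length and expression were the only tests in this part chosen after the result was seen. The glucocorticoid receptor gene NR3C1, the target of prednisolone, stood at 301 ± 6.44 CPM in Sup-B15 and 281 ± 2.34 CPM in Sup-PR (SD, n = 3 each, log2 fold change -0.10, adjusted p = 0.084 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of 21 genes of the receptor and its cofactors 6 were higher and 8 lower (median -0.07, 6 higher and 8 lower when adjusted over the list alone; camera adjusted p = 0.72). The chaperone gene HSP90AB1 rose by 0.68 and the coactivator gene NCOA2 fell by 0.70 on the log2 scale, and HSD11B1, whose enzyme regenerates active glucocorticoid, was higher in Sup-B15 by a ratio of 90.7 (95% counting interval 30.7 to 442). Among 21 genes that glucocorticoids induce, 4 were higher and 9 lower (median -0.15, 4 higher and 9 lower when adjusted over the list alone), and camera did not call the list (adjusted p = 0.37) while fry did (adjusted p = 0.037, range over all settings 0.037 to 0.87). FKBP5 went from 122 to 175 CPM (log2 fold change 0.52, adjusted p = 9.9e-07 from the same test), TXNIP fell by 0.89, ERRFI1 rose by 1.45, and TSC22D3, which encodes GILZ, had a log2 fold change of -0.08 (adjusted p = 0.52 from the same test). Of the survival genes, MCL1 was slightly higher (0.22, adjusted p = 0.0014 from the same test) and BCL2L1 was lower (-0.49, adjusted p = 5.2e-05 from the same test). BCL2 (-0.05, adjusted p = 0.4 from the same test) and the pro-apoptotic BCL2L11 (0.21, adjusted p = 0.063 from the same test) did not pass. ABL1 and BCR had log2 fold changes of 0.00 and -0.05 (adjusted p = 0.99 and 0.51 from the same test), and IKZF1, a transcription factor of lymphoid cells, 0.02 (adjusted p = 0.83 from the same test).

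Genes of S phase and mitosis changed in both directions, as did genes at large (4168 of 14869 higher and 4069 lower by adjusted p). Of the list 16 of 54 were higher and 23 lower (1 and 8 by over 1.5-fold, median -0.10, 17 higher and 24 lower when adjusted over the list alone), and camera did not call it (adjusted p = 0.25) while fry did (adjusted p = 0.0012, range over all settings 0.0012 to 0.36). Its median lay at percentile 0.0 of 10000 lists matched on length and expression (median of those 0.15). BUB1 fell by 0.64 on the log2 scale, and the phosphatase genes CDC25A and CDC25B had log2 fold changes of 0.67 and -0.82. Interferon-stimulated genes went both ways (11 of 37 higher, 15 lower; median -0.02, 11 higher and 15 lower when adjusted over the list alone; camera adjusted p = 0.65), with MX1 at -3.74 and STAT2 at -1.13. NOTCH and WNT genes had a median of 0.02 (10 of 34 higher, 12 lower, 10 higher and 12 lower when adjusted over the list alone; camera adjusted p = 0.7, fry adjusted p = 0.0057, range over all settings 0.0057 to 0.77), with NOTCH1 at 0.38, HEY2 at -1.46 and TCF7 at -3.41. Enzymes of proline and ornithine metabolism were higher in 7 of 13 cases and lower in 3 (median 0.17, 7 higher and 3 lower when adjusted over the list alone), a weak call that camera gave at adjusted p = 0.045, and adjusted p = 0.46 with an estimated correlation, and lost without Sup-B15 replicate 2 (adjusted p = 0.051, range over all settings 0.0015 to 0.46). Their median lay at percentile 69.1 of matched lists (median of those 0.11), no rise beyond that of like genes. Of lists that camera did not call, the glucocorticoid-induced genes lay at percentile 1.3, the protein tyrosine phosphatases at 0.4 and the mitochondrially encoded subunits at 2.8 of their matched lists, with no adjustment for the 42 lists compared. Of the markers of other cell types, 2 of 2 T-cell, 2 of 3 myeloid and 1 of 1 NK-cell markers tested were lower in Sup-PR, 1 of 3 stromal markers was higher (0 when adjusted over the list alone), and 0 erythroid markers passed the filter on low counts. The mitochondrially encoded subunits, not called with all 6 libraries, were called without Sup-B15 replicate 2 (adjusted p = 0.0033) and without Sup-PR replicate 3 (0.022, range over all settings 0.0033 to 0.7).

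No chromosome stood apart: camera called 0 of 23 chromosomes with the preset correlation (lowest adjusted p = 0.67, 1 at an unadjusted p under 0.05) and 0 with an estimated one (lowest 0.95, 0 at an unadjusted p). The 6 libraries can be divided into 3 and 3 in 10 ways, too few for a share under 0.05. The real division gave 1120 genes higher against at most 0 in the others, 2293 lower against at most 0, 28 lists against at most 22, 15 over-represented lists against at most 0 and 0 chromosomes against 0, so that a result as large as the real one came in 1, 1, 1, 1 and 10 of the 10 divisions. At an unadjusted p under 0.05 with the fold change, 3593 genes passed in the real division and at most 246 in another. The other 9 divisions each set 2 libraries of a line against 1, so part of the real difference remains in them, and camera with the preset correlation called 12 to 22 lists there.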
